A study of Homo sapiens with 8 samples.

How the data were processed

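Polyadenylated RNA was measured in A2780 cells, an established human ovarian carcinoma line, after 24 hours with DMSO (the solvent control), olaparib, palbociclib or both drugs, per the labels. Olaparib inhibits the poly(ADP-ribose) polymerases PARP1 and PARP2, which act in single-strand break repair, and palbociclib inhibits the cyclin D kinases CDK4 and CDK6, which release cells from G1. Each of the 4 groups had 2 libraries, which the labels call biological repeats. The labels do not say that these came from separate cultures, so p-values of single genes measure the spread between these samples, which may be partly technical. No dose is given in the sources used here.

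Libraries were made from polyA RNA with the NEBNext Ultra kit, per the labels' protocols. The tools CASAVA 1.8, STAR 2.5.1b and HTSeq 0.6.0 and the builds GRCh38 and hg38 are named without a role or an order, per the submitters' processing notes. Whether read counting used strand is not given in the sources used here, so antisense and overlapping genes are uncertain, as are near-identical copies such as SMN1 with SMN2 and members of the histone, HLA and HSPA families. The deposited table held FPKM values (fragments scaled by exon length and library total) for 31721 Ensembl genes in 8 columns, 1 per library. Gene symbols, biotypes, positions and exon lengths came from GENCODE v29 on GRCh38, in which 30945 of the identifiers were found, 30824 of them with a symbol.

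The FPKM values the authors deposited were tested for the whole reads behind them. With the GENCODE v29 exon length of each gene, 28635 genes (90.3%) gave whole numbers of reads in every library within 0.01 reads. For the other 3086 genes a length was searched for that gave whole numbers, so their whole values are not an independent check, and with both steps 100% of values came out whole. The recovered reads gave depths of 20566158 to 34057055 reads per library. The per-library scaling in the deposited FPKM values matched median-of-ratios size factors computed from the recovered reads within 0.00742%. The FPKM totals therefore differ between libraries, and a further median-of-ratios step changed no count of calls.

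Values were tested as log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with 1 mean per group, empirical Bayes moderation with a trend on expression, and all 8 libraries in a single fit with 4 residual and 3.01 prior degrees of freedom. Genes with a mean FPKM of at least 1 over the 8 libraries were tested (12443), and 19278 were dropped. Fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. Adjusted p is Benjamini-Hochberg within a comparison, with a threshold of 0.05, and all limma tests were two-sided. The 6 comparisons were each treatment against DMSO, the combination against each single drug, and the departure from additivity, which is the olaparib effect with palbociclib minus the olaparib effect without it. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so no such test was used for the comparisons. Errors of fold changes are standard errors from limma, and errors of FPKM levels are SD over n = 2.

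The comparisons, the test, the 31 gene lists, the rule for named genes and the first set of alternative settings were chosen before the data were examined. The lists covered cell cycle, DNA repair, p53, MYC, interferon, stress, metabolic and mesenchymal genes and markers of other cell types. Some genes belong to several lists, such as SESN2 to the p53 and integrated stress lists, so results of lists are not independent of each other. The 28 lists with at least 5 tested members were tested with camera, with its preset correlation of 0.01 between genes, adjusted over the lists of a comparison. With that preset the units are genes, not libraries, so p-values are too small where the genes of a list vary together. Correlations estimated from the residuals ran from −0.0721 for inflammatory secretion to 0.626 for ribosomal proteins, with 0.175 for p53 targets and 0.161 for G2/M. Beside it stand camera with a correlation estimated from the residuals and fry, which tests whether a list moves on balance 1 way. No list passed camera with an estimated correlation in any comparison, and fry called 15, 25, 25, 24, 4 and 0 of the 28 lists in the 6 comparisons, in the order given above. Camera with an estimated correlation rests on the 4 residual degrees of freedom and so has little power. With palbociclib the G2/M list, with 48 of 50 members lower, reached an adjusted p of 0.166 by it. A list that failed it is therefore undecided by that test. Counts within a list are given after adjustment over all genes and adjusted over the list alone.

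Named genes followed 3 parts of a rule. The first took, for each treatment against DMSO, the 10 genes with a symbol that had the highest and the 10 that had the lowest log2 fold change among those past the threshold with both treated libraries on the same side of both control libraries, and the 5 of each for the other comparisons. The second took up to 4 members of each list with the smallest p. The third took a fixed set in every comparison, of which PARP1, CDK4, CDK6, CCND1, CCNE1, E2F1, RB1, CDKN1A, MYC, BRCA1 and BRCA2 are used here. Where fewer genes passed, those that passed were named, and where no gene with a symbol passed, the 3 with the smallest unadjusted p in each direction were given as values that did not pass. Because short noncoding RNAs filled much of the first part, the same selection over protein-coding genes was added after values were seen, and any other gene named was also chosen after its values were seen. Short genes can pass the filter with few reads. MIR3680-1, of 87 nucleotides, had a mean of 1.675 FPKM over the 8 libraries from 2 to 8 reads per library. High and low places of short RNAs may therefore rest on few reads in every comparison.

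The first set of alternative settings held pseudocounts of 0.1 and 0.5, no filter and a mean FPKM of at least 5, median-of-ratios and quantile scaling, rescaling to an equal sum per library (TPM), the replicate number as a block, a fit of only the groups compared, moderation without a trend or with robust priors, and leaving out each library in turn. After the data were seen, limma's voom on the recovered reads, reads thinned to the lowest depth, protein-coding genes alone and genes of at least 200 nucleotides were added. The procedure was tested on simulated data for the olaparib comparison (12445 genes). It called 22% of genes with a simulated log2 change of 0.32, 65.3% of those changed 1.5-fold, 98% of those changed 2-fold and 100% of those changed 4-fold, and 9 of its 150 calls were false. The simulation changed 49 or 50 genes at each of these sizes, with a single dispersion of 0.003. The real groups differed in spread and the real olaparib comparison called 1821 genes, so these rates may not carry over to it. The recovery of reads returned the simulated reads for 99.55% of 4000 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.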

Results

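Gene expression was measured by RNA sequencing in A2780 ovarian carcinoma cells treated for 24 hours with DMSO, olaparib, palbociclib or the combination, with 2 libraries per group. Recovered depths were 34057055 and 31183429 reads for DMSO, 23398802 and 29087336 for olaparib, 21494132 and 30777028 for palbociclib, and 20566158 and 24909592 for the combination. The 10 most abundant genes took 5.08% to 6.25% of the reads of a library. The libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.37 for DMSO, 3.86 for olaparib, 2.76 for palbociclib and 4.09 for the combination. The sum of FPKM was 295656 and 295620 in the DMSO libraries, 281013 and 284708 with olaparib, 275941 and 274426 with palbociclib, and 264453 and 271980 with the combination. The first principal component held 61.9% of the variance and ordered the groups from DMSO through olaparib and palbociclib to the combination, and the second held 10.5%.

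**Figure D1:**
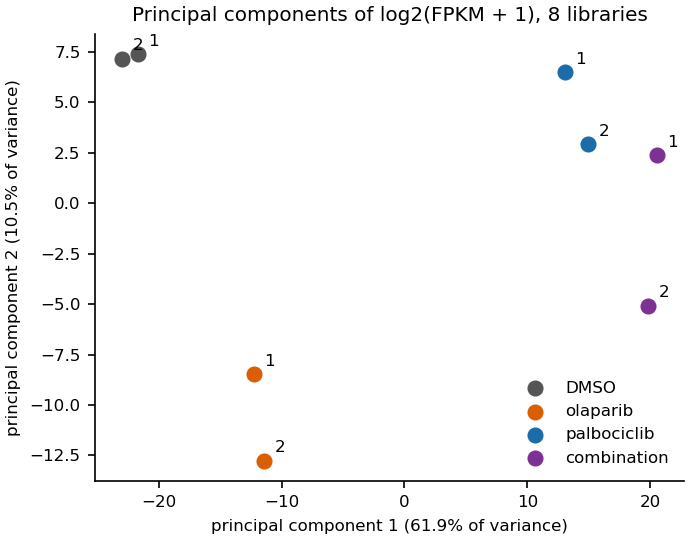
Principal components of log2(FPKM + 1) over the 12443 tested genes, with each of the 8 libraries as a point, coloured by group and numbered by replicate. The horizontal axis (component 1, 61.9% of the variance) puts DMSO and olaparib on 1 side and palbociclib and the combination on the other, and the vertical axis is component 2 (10.5%).

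Olaparib was compared with DMSO to find what the PARP inhibitor changed by itself. Genes activated by the tumour suppressor p53 rose: 31 of the 38 tested p53 targets were higher and 7 did not pass, and 34 were higher when adjusted over the list alone. FDXR, a mitochondrial ferredoxin reductase, went from 20.4 ± 1.08 FPKM in DMSO to 53.3 ± 5.60 with olaparib (SD, n = 2 each), a log2 fold change of 1.34 ± 0.09 (SE; limma adjusted p = 0.00328). CDKN1A, which encodes the CDK inhibitor p21 and lies at position 36676460 to 36687339 of chromosome 6, went from 12.5 ± 0.23 to 31.1 ± 0.85 FPKM (log2 1.24 ± 0.06, limma adjusted p = 0.00175). PHLDA3, an AKT antagonist, rose by 1.32 ± 0.11, the antiproliferative gene BTG2 by 1.15 ± 0.06, and DDB2, a subunit of the UV damage recognition complex, by 0.74 ± 0.04. The apoptosis genes BBC3 (0.92 ± 0.11) and BAX (0.51 ± 0.05), the stress cytokine GDF15 (1.14 ± 0.12), TP53I3 (0.90 ± 0.11) and EDA2R (0.76 ± 0.06) also rose. The p53 list had a median log2 fold change of 0.43 (camera adjusted p = 7.24e-30, and adjusted p = 0.21 with an estimated correlation). The number of p53 targets called higher was 6 without DMSO replicate 1, 10 without DMSO replicate 2, 20 without olaparib replicate 1 and 9 without olaparib replicate 2. FDXR, PHLDA3, CDKN1A, BTG2 and DDB2 passed in each of the 8 fits that left out 1 library, and the other genes named for this comparison lost their call in at least 1.

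Ribosome biogenesis genes fell with olaparib. In the list of nucleolar MYC targets 27 of 46 members were lower and 19 did not pass, with 38 lower and 1 higher when adjusted over the list alone (median −0.26, camera adjusted p = 2.64e-12, and adjusted p = 0.448 with an estimated correlation). LYAR, a nucleolar growth regulator, fell by 0.48 ± 0.05, ODC1, the first enzyme of polyamine synthesis, by 0.40 ± 0.04, and UTP20, a factor for small subunit processing, by 0.39 ± 0.04. Without DMSO replicates 1 and 2 in turn, limma called 0 and 1 of these members lower, and without olaparib replicates 1 and 2 it called 8 and 0; quantile normalisation gave 15 and limma's voom on the recovered reads 38. DNA replication genes fell too, with 20 of 48 lower and 28 not passing, or 26 lower and 1 higher when adjusted over the list alone (median −0.15, camera adjusted p = 9.78e-06, and adjusted p = 0.448 with an estimated correlation). RRM2, a ribonucleotide reductase subunit, had −0.29 ± 0.04 and RFC3, a clamp loader subunit, −0.28 ± 0.04; the call for RRM2 was lost under quantile normalisation. This count was 4 under quantile normalisation, 6 under TPM and 26 with voom, and 0, 0, 1 and 0 in limma without DMSO replicates 1 and 2 and olaparib replicates 1 and 2.

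Stress and chaperone genes were lower as well. In the heat shock list 7 of 13 members fell and 6 did not pass, with 9 lower when adjusted over the list alone (median −0.25, camera adjusted p = 0.000954, and adjusted p = 0.448 with an estimated correlation). HSPA8, a constitutive chaperone, fell by 0.40 ± 0.05 and HSPH1 by 0.30 ± 0.04, with HSPA8 losing its call under quantile normalisation. The count was 3 under quantile normalisation, 9 with voom, and 0, 0, 4 and 0 in limma without DMSO replicates 1 and 2 and olaparib replicates 1 and 2. Without either combination replicate 1 member of this list was higher. In the amino acid and integrated stress response list 12 of 23 members fell, 2 rose and 9 did not pass (14 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.00289, and adjusted p = 0.484 with an estimated correlation). ASNS, which makes asparagine, fell by 0.38 ± 0.05, and the glycyl-tRNA synthetase gene GARS by 0.38 ± 0.04. SESN2 (0.59 ± 0.06), also in the p53 list, and DDIT4 (0.53 ± 0.04) rose, and both restrain mTORC1. The lower count of this list was 6 under quantile normalisation, 15 with voom, and 0, 0, 2 and 0 in limma without the same 4 libraries in that order, and its 2 higher members became 0 and 1 without DMSO replicates 1 and 2. The unfolded protein response list had 8 of 19 members lower (8 adjusted over the list alone; camera adjusted p = 0.0113, and adjusted p = 0.448 with an estimated correlation). The oxidative phosphorylation list had 8 of 25 lower (9 adjusted over the list alone; camera adjusted p = 0.0113, and adjusted p = 0.581 with an estimated correlation). Quantile normalisation left 2 and 1 of these lower calls and TPM 3 and 2, with 1 oxidative phosphorylation gene higher under TPM.

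The other lists that passed camera with olaparib held few called members. The G2/M list had 2 of 50 lower (1 adjusted over the list alone; camera adjusted p = 0.0113, and adjusted p = 0.581 with an estimated correlation). The replication stress checkpoint list had 2 of 16 lower (6 adjusted over the list alone; camera adjusted p = 0.0211, and adjusted p = 0.484 with an estimated correlation). The lysosome list had 2 of 29 higher (1 adjusted over the list alone; camera adjusted p = 0.00161, and adjusted p = 0.484 with an estimated correlation). Without either DMSO or either olaparib replicate, 0 or 1 members of these 3 lists, of the unfolded protein response list or of the oxidative phosphorylation list passed. Without either palbociclib replicate the count was 1 for each of the 3 lists and 4 for the unfolded protein response. The lysosome count was also 1 without either combination replicate, and became 6 under quantile normalisation and 9 under TPM. The checkpoint count was 1 and the G2/M count 0 under either scaling. Voom called 9 G2/M and 7 checkpoint genes lower and 6 lysosome genes higher.

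Most DNA repair genes did not pass with olaparib. In the homologous recombination list 3 of 31 members were lower, RBBP8 (−0.24 ± 0.04), EXO1 (−0.16 ± 0.04) and NBN (−0.23 ± 0.06), and 28 did not pass; 1 was lower when adjusted over the list alone (camera adjusted p = 0.171). The calls for EXO1 and NBN were lost under quantile normalisation and under TPM, and voom called 6 members lower and 1 higher. Members were lower in base excision (3 of 24; 6 adjusted over the list alone), end joining (3 of 16; 5), mismatch repair (2 of 7; 3, with 1 higher) and Fanconi anaemia (2 of 18; 2). None of these 4 lists passed camera (adjusted p = 0.127, 0.13, 0.198 and 0.564), while fry called the first 3 and homologous recombination lower (adjusted p = 0.0323, 0.00506, 0.0454 and 0.0437). Voom called 7, 6, 3 and 3 members lower, with 1 Fanconi anaemia gene higher. Quantile normalisation left 1 lower call, in end joining, and TPM 2 in the same list, with 1 base excision and 1 mismatch repair gene higher under either. Without DMSO replicate 1 or 2 or olaparib replicate 1 or 2 no member of these 4 lists passed, except 1 end joining gene without olaparib replicate 1. Without either palbociclib replicate 1 base excision and 1 mismatch repair gene passed, and without either combination replicate 5 end joining genes. BRCA1 had −0.09 ± 0.05 (limma adjusted p = 0.249) and BRCA2 −0.18 ± 0.07 (0.125). The drug target PARP1 had −0.10 ± 0.03 (limma adjusted p = 0.0661), CDK4 −0.15 ± 0.06, E2F1 0.01 ± 0.05, RB1 −0.02 ± 0.07, CCND1 −0.04 ± 0.04, CCNE1 −0.10 ± 0.05 and MYC −0.10 ± 0.05, none past the threshold. CDK6 stood at 0.902 FPKM over the 8 libraries, below the filter, and was not tested. Of the other lists, antigen presentation had 3 of 8 members higher (HLA-C, HLA-B and TAPBP; camera adjusted p = 0.0233, and adjusted p = 0.497 with an estimated correlation). The cytosolic ribosomal protein list had 5 of 45 members lower with a median of −0.08 that became 0.02 under quantile normalisation (camera adjusted p = 0.0113, and adjusted p = 0.703 with an estimated correlation). It had 13 lower with voom, 2 higher and 0 lower under quantile normalisation, and 1 higher and 0 lower under TPM. In the antigen presentation, ribosomal protein and homologous recombination lists 0 members passed in limma without DMSO replicate 1 or 2 or olaparib replicate 1 or 2, and 3 ribosomal protein genes passed without either palbociclib replicate.

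Over all genes, limma called 1821 of 12443 changed with olaparib, 514 higher and 1307 lower, and 12 of the higher and 6 of the lower ones by over 2-fold. The share of higher calls was 28.2%, against 60.2% of 1000 calls under quantile normalisation and 66.5% of 1412 calls under TPM, so the balance of directions rests on the scaling. Among the 10 highest by the rule were 5 noncoding RNAs or pseudogenes, led by the small nuclear RNA 7SK (3.77 ± 0.52), and the 10 lowest were all noncoding RNAs, from U7 (−1.65 ± 0.40) to CR392039.3 (−0.75 ± 0.16). The count of changed genes was 13 without DMSO replicate 1, 28 without DMSO replicate 2, 268 without olaparib replicate 1 and 33 without olaparib replicate 2. Without a filter it was 601, and with voom 3180.

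Palbociclib was compared with DMSO to find what the CDK4/6 inhibitor changed by itself. Mitotic genes fell: 48 of 50 members of the G2/M list were lower, 1 was higher and 1 did not pass. Adjusted over the list alone, 48 were lower and 1 higher (median −0.78, camera adjusted p = 1.16e-18, and adjusted p = 0.166 with an estimated correlation). CCNA2, which encodes cyclin A2 and lies at position 121816444 to 121823933 of chromosome 4, went from 69.0 ± 3.75 to 28.8 ± 0.62 FPKM (log2 −1.23 ± 0.04, limma adjusted p = 2.5e-05). PTTG1, which encodes securin, fell by 1.33 ± 0.05, the mitotic kinesin KIF20A by 1.30 ± 0.04, and the proliferation marker MKI67 by 1.14 ± 0.05. DNA replication genes fell with them, 47 of 48 over all genes and 47 adjusted over the list alone (median −0.62, camera adjusted p = 6.79e-18, and adjusted p = 0.166 with an estimated correlation). GINS2, a helicase subunit, fell by 1.04 ± 0.04, the chromatin assembly gene CHAF1B by 1.00 ± 0.04 and PCNA, the sliding clamp, by 0.80 ± 0.03. The single higher G2/M member did not pass without DMSO replicate 2 or palbociclib replicate 2.

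**Figure D2:**
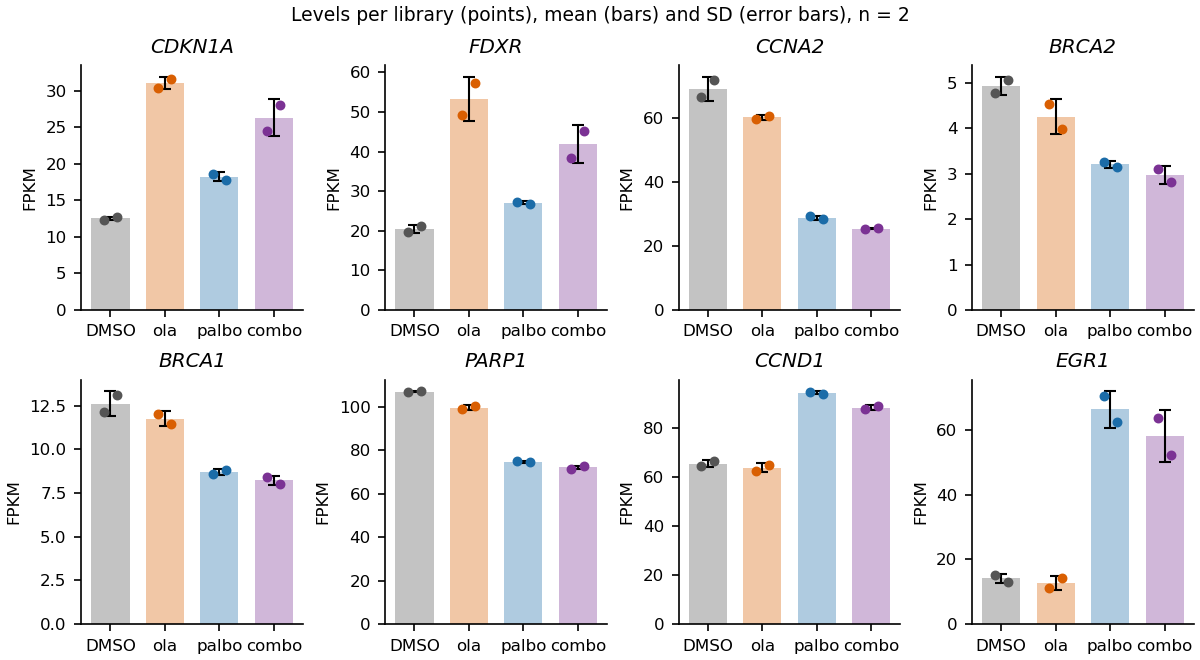
FPKM (vertical axis) of 8 genes in DMSO, olaparib (ola), palbociclib (palbo) and combination (combo) libraries; bars are means, error bars SD and points the 2 libraries of each group. CDKN1A rises from 12.5 FPKM in DMSO to 31.1 with olaparib, and CCNA2 falls from 69.0 FPKM in DMSO to 28.8 with palbociclib.

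DNA repair genes fell with palbociclib. In the homologous recombination list 21 of 31 members were lower, 1 was higher and 9 did not pass, with 22 lower and 1 higher when adjusted over the list alone (median −0.37, camera adjusted p = 5.18e-05, and adjusted p = 0.21 with an estimated correlation). The exonuclease gene EXO1 fell by 0.92 ± 0.04. BRCA1 (position 43044295 to 43170245 of chromosome 17) fell by 0.49 ± 0.05 and BRCA2 (position 32315474 to 32400266 of chromosome 13) by 0.50 ± 0.07. PARP1 (position 226360691 to 226408079 of chromosome 1) went from 107.1 ± 0.16 to 74.8 ± 0.53 FPKM, a log2 fold change of −0.51 ± 0.03 (limma adjusted p = 5.47e-05). The Fanconi anaemia list had 10 of 18 members lower and 1 higher (camera adjusted p = 0.0186, and adjusted p = 0.25 with an estimated correlation), and 6 lower without DMSO replicate 2. Lower members were also counted in the lists for mismatch repair (4 of 7), base excision repair (15 of 24, with 3 higher), end joining (8 of 16, with 2 higher) and the replication stress checkpoint (11 of 16). Of these 4 lists, end joining did not pass camera (adjusted p = 0.0945), and the others passed at 0.0101, 0.0102 and 0.000556 (adjusted p = 0.297, 0.236 and 0.21 with an estimated correlation). Mismatch repair had the same lowest log2 fold change as homologous recombination (−0.917) and the same highest mean level as DNA replication (160.3 FPKM), as shared members would give. Its fall is therefore not a finding separate from those lists. Adjusted over each list alone, the lower counts were 10 for Fanconi anaemia, 5 for mismatch repair, 16 for base excision, 8 for end joining and 11 for the checkpoint. Without DMSO replicate 2 or either palbociclib replicate, 1 base excision member was higher; end joining had 0 higher without DMSO replicate 2 and 1 without either palbociclib replicate, and homologous recombination had 0 higher without DMSO replicate 1 or either palbociclib replicate.

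Growth and metabolic genes were lower too. In the nucleolar MYC target list 41 of 46 members fell and 1 rose (median −0.37, camera adjusted p = 2.1e-10, and adjusted p = 0.21 with an estimated correlation), with the same counts adjusted over the list alone. NPM1, an abundant nucleolar chaperone, went from 771.8 ± 8.43 to 498.5 ± 12.9 FPKM. The heat shock list had 12 of 13 members lower (camera adjusted p = 0.000112, and adjusted p = 0.21 with an estimated correlation), led by HSP90AA1 (−0.69 ± 0.05); 1 was higher under quantile normalisation, under TPM or without either combination replicate. In the glycolysis and hypoxia list 16 of 25 members fell and 5 rose (camera adjusted p = 0.0109, and adjusted p = 0.361 with an estimated correlation); LDHA, lactate dehydrogenase A, fell by 0.83 ± 0.04 and the hexokinase gene HK2 by 0.72 ± 0.04. The 5 higher members became 3 without DMSO replicate 2 and 3 without either palbociclib replicate. The integrated stress list had 16 of 23 lower and 3 higher (camera adjusted p = 0.0101, and adjusted p = 0.382 with an estimated correlation), with AARS at −0.53 ± 0.04 and SESN2 at 1.36 ± 0.06. Oxidative phosphorylation genes were lower in 14 of 25 cases (camera adjusted p = 0.00552, and adjusted p = 0.427 with an estimated correlation), but 7 were lower and 5 higher under quantile normalisation. Adjusted over each list alone, the lower counts were 12 for heat shock, 17 for glycolysis, 16 for integrated stress and 14 for oxidative phosphorylation. Cytosolic ribosomal protein genes had 2 higher and 9 lower of 45 with a median of −0.04 (1 and 5 adjusted over the list alone), which became 0.10 under quantile normalisation (21 higher, 2 lower) and 0.07 under TPM (15 higher, 2 lower), so no direction is given for them. Their 9 lower calls were 3 and 2 without DMSO replicates 1 and 2 and 4 without palbociclib replicate 2, and their 2 higher calls were 1 without any one DMSO or olaparib library and 4 without either combination library.

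Immediate early, mesenchymal, lysosomal and immune genes rose with palbociclib. EGR1, an immediate early transcription factor, went from 14.1 ± 1.34 to 66.4 ± 5.62 FPKM (log2 2.16 ± 0.14, limma adjusted p = 6.07e-05), and SPRY4, a feedback inhibitor of MAP kinase signalling, rose by 0.75 ± 0.05. In that list 11 of 18 members rose and 7 did not pass, with 11 when adjusted over the list alone (camera adjusted p = 4.53e-05, and adjusted p = 0.21 with an estimated correlation). In the list of TGF-beta and mesenchymal genes 16 of 24 rose (camera adjusted p = 2.72e-06, and adjusted p = 0.21 with an estimated correlation). Among them were the matricellular gene CYR61 (1.01 ± 0.06), the collagen genes COL6A1 (0.83 ± 0.06) and COL1A2 (0.73 ± 0.04), and vimentin (VIM, 0.43 ± 0.04). Lysosome and autophagy genes rose in 16 of 29 cases and fell in 2 (camera adjusted p = 2.7e-06, and adjusted p = 0.21 with an estimated correlation), including WIPI1 (0.93 ± 0.08) and the cathepsin gene CTSL (0.48 ± 0.04). Antigen presentation genes rose in 6 of 8 cases and fell in 1 (camera adjusted p = 0.00692, and adjusted p = 0.299 with an estimated correlation), with HLA-C at 0.61 ± 0.05. Interferon-stimulated genes rose in 8 of 19 cases and fell in 2 (camera adjusted p = 0.00199, and adjusted p = 0.166 with an estimated correlation), led by IFIT1 (1.35 ± 0.04). Histone genes of the replication-dependent class, whose main transcripts lack a poly(A) tail, rose in 8 of 12 tested cases and fell in 1 (camera adjusted p = 0.000488, and adjusted p = 0.166 with an estimated correlation), with HIST1H2BK at 1.13 ± 0.09. Adjusted over the list alone, the higher counts of these 5 lists were 16, 16, 6, 9 and 9. Of the 8 fits that left out 1 library, the single lower antigen presentation gene passed only in that without palbociclib replicate 1; without either DMSO or either palbociclib library, 1 lysosome gene and 0 histone genes were lower.

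Among the regulators of the G1/S transition, CCND1, which encodes cyclin D1, rose from 65.5 ± 1.33 to 94.6 ± 0.56 FPKM (0.52 ± 0.04), MYC rose by 0.41 ± 0.05 and CDKN1A by 0.51 ± 0.06, while E2F1 fell by 0.50 ± 0.05. CDK4 (−0.11 ± 0.06), CCNE1 (0.01 ± 0.05) and RB1 (−0.16 ± 0.07) did not pass. The list of drug targets and cell cycle regulators had 6 of 27 members higher and 11 lower (6 and 13 when adjusted over the list alone; camera adjusted p = 0.213). The p53 targets moved both ways, with 16 of 38 higher and 8 lower over all genes and over the list alone (median 0.14, camera adjusted p = 0.00447, and adjusted p = 0.382 with an estimated correlation). The higher count was 10 without DMSO replicate 1 and the lower 5 without DMSO replicate 2. SESN2 and BTG2 (0.84 ± 0.06) were among the higher members, and POLH (−0.45 ± 0.04) and AEN (−0.56 ± 0.06) among the lower. Lists that did not pass camera here included cholesterol synthesis (12 of 23 lower, 1 higher) and the unfolded protein response (9 of 19 lower, 2 higher, with a median of −0.12 that became 0.05 under quantile normalisation). Apoptosis regulators did not pass either (4 of 22 higher, 7 lower, with a median of −0.004 that became 0.04 under quantile normalisation and 0.09 under TPM). Apoptosis regulators had 1 member higher without DMSO replicate 2 or palbociclib replicate 1. The mitochondrially encoded genes had 13 of 13 members not passing (median −0.02, and 0.08 under TPM with 4 higher), and 1 passed without DMSO replicate 2, palbociclib replicate 2 or either combination replicate. In the list of endogenous sensing and inflammatory secretion 1 of 6 members rose, TIMP1 (1.17 ± 0.04), an inhibitor of metalloproteinases, and 1 fell, TBK1 (−0.21 ± 0.06); 1 and 3 did so when adjusted over the list alone. TBK1 lost its call without DMSO replicate 2 or palbociclib replicate 2, under quantile normalisation and under TPM. The lower count of the list was 0 without DMSO replicate 2, 2 without any one olaparib or combination library and 0 under TPM, and the higher count 2 under either scaling.

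Over all genes, limma called 6228 of 12443 changed with palbociclib, 2324 higher and 3904 lower, with 91 and 29 of them over 2-fold. The share of higher calls was 37.3%, against 46.5% under quantile normalisation and 56.1% under TPM. The 10 highest by the rule included 7SK (2.54 ± 0.52), MALAT1 (2.25 ± 0.44), MXD4 (1.53 ± 0.10), a partner of MAX, TSPYL2 (1.48 ± 0.07) and S100A3 (1.48 ± 0.13). The 10 lowest included TMSB15A (−1.28 ± 0.10), CDCA3 (−1.26 ± 0.05) and SPC25 (−1.23 ± 0.07), a kinetochore gene. Short RNAs took 4 more places among the highest and 4 among the lowest. Among the highest, RNA5SP187 and MIR212 lost their call without DMSO replicate 2. RNA5SP187 also lost it without either palbociclib or either combination library. Of the other short RNAs in these places, RNU7-123P, SNORD99 and SNORD116-7 lost their call in at least 1 of the 8 fits that left out 1 library.

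**Figure D3:**
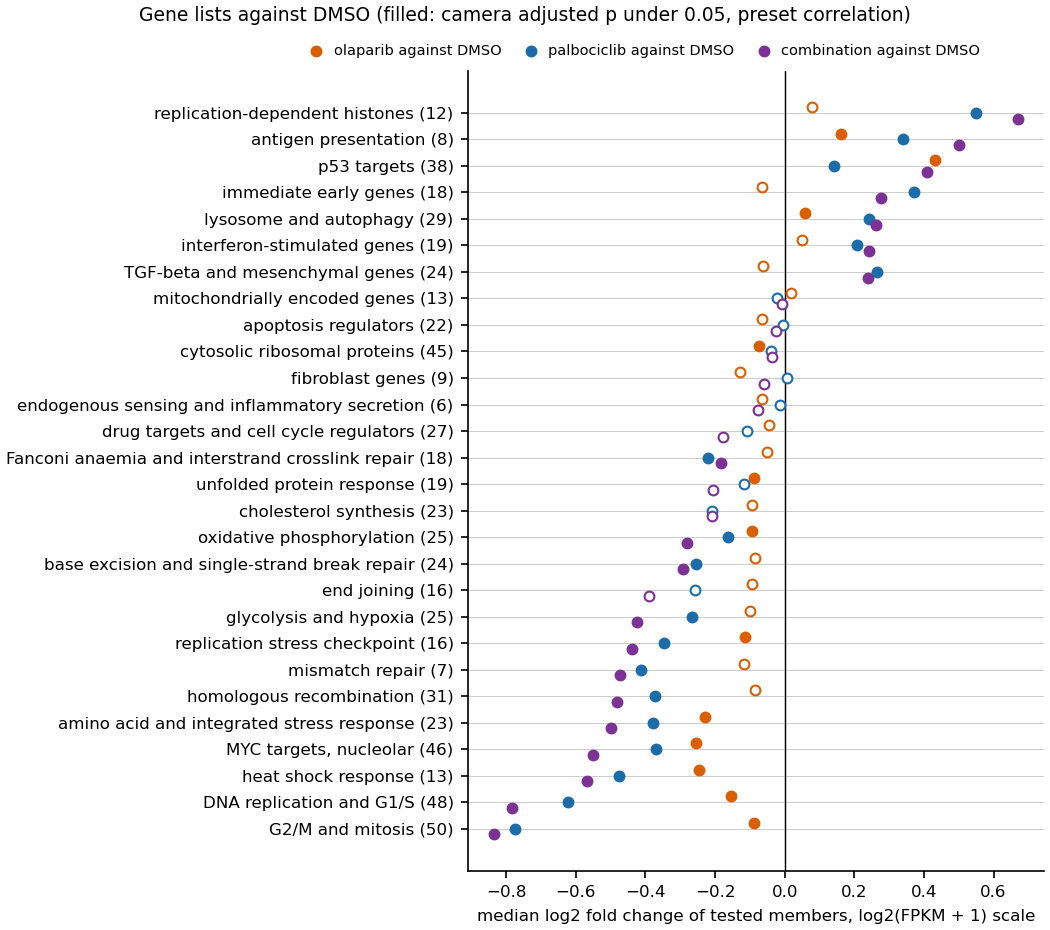
Median log2 fold change (horizontal axis, log2(FPKM + 1) scale) of the tested members of 28 gene lists in each treatment against DMSO, with the number of members in brackets; filled points passed camera with its preset correlation, and no list passed with an estimated correlation. The DNA replication list has medians of −0.15 with olaparib, −0.62 with palbociclib and −0.78 with the combination; ribosomal protein, unfolded protein response, apoptosis, mitochondrial, fibroblast, mesenchymal, regulator and inflammatory secretion lists change sign in at least 1 comparison under quantile normalisation or TPM.

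The combination was compared with DMSO to find what both drugs changed together. All 48 DNA replication genes fell (48 adjusted over the list alone; median −0.78, camera adjusted p = 9.68e-17, and adjusted p = 0.18 with an estimated correlation). In the G2/M list 47 of 50 fell and 1 rose, or 48 and 1 when adjusted over the list alone (median −0.83, camera adjusted p = 2.81e-16, and adjusted p = 0.18 with an estimated correlation). CCNA2 reached 25.4 ± 0.25 FPKM (log2 −1.41 ± 0.04, limma adjusted p = 1.31e-05), and MYBL2, a cell cycle transcription factor, fell by 1.41 ± 0.06. The p53 targets rose in 27 of 38 cases and fell in 5, with the same counts adjusted over the list alone (median 0.41, camera adjusted p = 7.28e-08, and adjusted p = 0.237 with an estimated correlation). The 5 lower became 3 without DMSO replicate 2 and under quantile normalisation, and 1 under TPM. CDKN1A reached 26.3 ± 2.52 FPKM (1.01 ± 0.06) and BTG2 rose by 1.30 ± 0.06.

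In the homologous recombination list 23 of 31 members were lower and 2 higher with the combination, with the same counts adjusted over the list alone (median −0.48, camera adjusted p = 0.000321, and adjusted p = 0.237 with an estimated correlation). BRCA1 reached 8.23 ± 0.27 FPKM (−0.56 ± 0.05), BRCA2 2.97 ± 0.20 FPKM (−0.58 ± 0.07) and PARP1 72.2 ± 0.83 FPKM (−0.56 ± 0.03). The nucleolar MYC targets fell in 44 of 46 cases and rose in 1 (44 and 1 adjusted over the list alone; camera adjusted p = 1.08e-11, and adjusted p = 0.237 with an estimated correlation), with ODC1 at −0.98 ± 0.04 and UTP20 at −0.82 ± 0.04. Heat shock genes fell in 12 of 13 cases (camera adjusted p = 0.000131, and adjusted p = 0.237 with an estimated correlation). Glycolysis genes fell in 18 of 25 cases with 2 higher (camera adjusted p = 0.00352, and adjusted p = 0.261 with an estimated correlation), and the higher count was 1 without DMSO replicate 2 or combination replicate 2, 4 under quantile normalisation and 6 under TPM. Adjusted over each list alone both sets of counts were the same. In the heat shock list 1 gene was higher without combination replicate 1, under quantile normalisation or under TPM. Oxidative phosphorylation genes were lower in 14 of 25 cases (camera adjusted p = 0.00336, and adjusted p = 0.4 with an estimated correlation), but 8 were higher and 8 lower under quantile normalisation; 14 were lower when adjusted over the list alone. Histone genes rose in 9 of 12 cases (10 adjusted over the list alone; camera adjusted p = 0.000208, and adjusted p = 0.18 with an estimated correlation), with HIST1H2BK at 1.14 ± 0.09. Higher genes included EGR1 (1.96 ± 0.14), PBXIP1 (1.78 ± 0.04), MXD4 (1.67 ± 0.10), WBP1 (1.59 ± 0.06) and IDUA (1.55 ± 0.10), a lysosomal iduronidase. E2F1 fell by 0.70 ± 0.05, CCND1 rose by 0.43 ± 0.04 and MYC by 0.30 ± 0.05. CDK4 was called lower (−0.25 ± 0.06) but not under quantile normalisation, under TPM or without DMSO replicate 2. The call for CCNE1 (−0.14 ± 0.05) turned to 0.08 under quantile normalisation and was lost without DMSO replicate 1 (−0.13), DMSO replicate 2 (−0.15), either palbociclib replicate (−0.14) or combination replicate 1 (−0.09).

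Of the other repair and stress lists, 5 passed camera with the combination. Base excision genes were lower in 17 of 24 cases and higher in 2, or 17 and 3 when adjusted over the list alone (camera adjusted p = 0.00978, and adjusted p = 0.237 with an estimated correlation). The higher count was 1 without DMSO replicate 2 or combination replicate 2 and 5 under TPM. The replication stress checkpoint had 11 of 16 lower (11 adjusted over the list alone; camera adjusted p = 0.00155, and adjusted p = 0.237 with an estimated correlation). Mismatch repair had 5 of 7 lower (6 adjusted over the list alone; camera adjusted p = 0.00861, and adjusted p = 0.261 with an estimated correlation). The Fanconi anaemia list had 10 of 18 lower and 1 higher (10 and 1 adjusted over the list alone; camera adjusted p = 0.0408, and adjusted p = 0.261 with an estimated correlation). Its lower count was 6 without DMSO replicate 2 or under TPM. The integrated stress list had 18 of 23 lower and 4 higher (18 and 4 adjusted over the list alone; camera adjusted p = 0.00364, and adjusted p = 0.335 with an estimated correlation). Its higher count was 2 without DMSO replicate 1. End joining, with 8 of 16 members lower and 3 higher (9 and 4 adjusted over the list alone), did not pass (camera adjusted p = 0.153). Nor did the unfolded protein response, with 11 of 19 lower and 3 higher (11 and 3 adjusted over the list alone; camera adjusted p = 0.227), whose median of −0.21 became 0.04 under quantile normalisation. Its counts were 5 lower and 4 higher under quantile normalisation, and 8 lower and 6 higher under TPM.

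Lysosomal, mesenchymal, immediate early and immune genes rose with the combination. The lysosome list had 18 of 29 members higher and 2 lower (18 and 2 adjusted over the list alone; camera adjusted p = 1.42e-06, and adjusted p = 0.237 with an estimated correlation). The TGF-beta and mesenchymal list had 13 of 24 higher, among them COL1A2 (0.83 ± 0.04), and 1 lower (14 and 2 adjusted over the list alone; camera adjusted p = 0.000204, and adjusted p = 0.237 with an estimated correlation). The immediate early list had 10 of 18 higher and 1 lower (10 and 1 adjusted over the list alone; camera adjusted p = 0.00336, and adjusted p = 0.261 with an estimated correlation). Antigen presentation genes rose in 6 of 8 cases and fell in 1 (6 and 1 adjusted over the list alone; camera adjusted p = 0.0039, and adjusted p = 0.261 with an estimated correlation). Interferon-stimulated genes rose in 9 of 19 cases and fell in 2 (9 and 2 adjusted over the list alone; camera adjusted p = 0.00266, and adjusted p = 0.18 with an estimated correlation). The few lower calls moved: lysosome to 1 without either DMSO replicate, and mesenchymal to 0 without DMSO replicate 2, 2 without either palbociclib replicate and 3 with voom. Immediate early calls went to 0 without DMSO replicate 1 or combination replicate 1 and 2 without combination replicate 2, and antigen presentation to 0 without DMSO replicate 2 or combination replicate 1. Under TPM they were 1 for lysosome and interferon-stimulated genes and 0 for immediate early and antigen presentation genes.

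Over all genes, limma called 7070 of 12443 changed with the combination, 2672 higher and 4398 lower, with 134 and 71 of them over 2-fold. The share of higher calls was 37.8%, against 46.9% under quantile normalisation and 57.4% under TPM, and the median log2 fold change of all genes was −0.06, or 0.06 under TPM. Other genes low by the rule were AC092720.1, a long noncoding RNA at position 87492555 to 87515635 of chromosome 16 (−1.66 ± 0.16), DDN (−1.44 ± 0.05) and WDR76 (−1.34 ± 0.05); noncoding RNAs filled 4 of the 10 highest places and, with AC092720.1, 6 of the 10 lowest.

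The combination was compared with olaparib alone to find what palbociclib changed in cells that also had the PARP inhibitor. Cell cycle genes fell: 48 of 50 G2/M genes (median −0.75, camera adjusted p = 1.72e-21, and adjusted p = 0.166 with an estimated correlation). So did 47 of 48 DNA replication genes (median −0.64, camera adjusted p = 2.54e-21, and adjusted p = 0.166 with an estimated correlation). Adjusted over each list alone 48 and 47 were lower. A single G2/M gene was higher when adjusted over the list alone, without combination replicate 2 or under TPM. CCNA2 fell by 1.21 ± 0.04, PCNA by 0.92 ± 0.03 and UHRF1, a DNA methylation cofactor, by 1.12 ± 0.04. Homologous recombination genes fell in 19 of 31 cases and rose in 1, with 21 and 1 when adjusted over the list alone (camera adjusted p = 6.17e-05, and adjusted p = 0.213 with an estimated correlation). Lower members included EXO1 (−0.96 ± 0.04), BRCA1 (−0.47 ± 0.05) and BRCA2 (−0.41 ± 0.07). EGR1 (2.11 ± 0.14), CCND1 (0.46 ± 0.04) and MYC (0.40 ± 0.05) rose, and PARP1 (−0.46 ± 0.03) and E2F1 (−0.72 ± 0.05) fell. Histone genes rose in 9 of 12 cases (10 adjusted over the list alone; camera adjusted p = 0.000115, and adjusted p = 0.166 with an estimated correlation), and 1 was lower without olaparib replicate 2 or under quantile normalisation. Nucleolar MYC targets fell in 40 of 46 cases and rose in 1 (43 and 1 adjusted over the list alone; camera adjusted p = 1.62e-10, and adjusted p = 0.213 with an estimated correlation). Heat shock genes fell in 12 of 13 cases (12 adjusted over the list alone; camera adjusted p = 7.02e-05, and adjusted p = 0.213 with an estimated correlation). The TGF-beta and mesenchymal list had 16 of 24 members higher (16 adjusted over the list alone; camera adjusted p = 1.29e-06, and adjusted p = 0.213 with an estimated correlation). The lysosome list had 16 of 29 higher and 1 lower, or 16 and 2 when adjusted over the list alone and 2 lower without olaparib replicate 1 (camera adjusted p = 4.28e-06, and adjusted p = 0.213 with an estimated correlation). The p53 targets were lower in 17 of 38 cases and higher in 5, or 18 and 5 when adjusted over the list alone, and the list did not pass (median −0.14, camera adjusted p = 0.192). Their lower count was 10 without olaparib replicate 2 and 11 without combination replicate 1, and their higher count was 3 without olaparib replicate 1, 2 without combination replicate 2, 8 under TPM and 9 with voom. CDKN1A had −0.24 ± 0.06 (limma adjusted p = 0.0224), a call lost under quantile normalisation (−0.09), without either olaparib library (−0.26 and −0.21) and without combination replicate 1 (−0.14).

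Over all genes, limma called 5522 changed between the combination and olaparib, 2110 higher and 3412 lower, and 38.2% of calls were higher, against 48.1% under quantile normalisation and 53.9% under TPM. By the rule, the lowest were 7SK (−2.95 ± 0.52), the small nucleolar RNA SNORD18 (−1.67 ± 0.37, lost without olaparib replicate 1), AC092720.1 (−1.58 ± 0.16) and 2 further short RNAs. The highest beside EGR1 were 4 microRNA genes, led by MIR6719 (1.69 ± 0.24). Of the short RNAs in these places, RNU6-762P and MIR5685 also lost their call in at least 1 of the 8 fits that left out 1 library. Among protein-coding genes the lowest was C1QL1 (−1.36 ± 0.08).

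The combination was compared with palbociclib alone to find what olaparib changed in cells that also had the CDK4/6 inhibitor. Single genes rarely passed: limma called 3 of 12443, against 2067 with an unadjusted p under 0.05. These were RNU7-141P, a U7 pseudogene with 1 and 2 reads with palbociclib and 6 and 7 with the combination (1.53 ± 0.12), AC092720.1, at 10.8 ± 1.26 FPKM with palbociclib and 1.94 ± 0.07 with the combination (−2.01 ± 0.16), and ENSG00000274519, which has no symbol (−1.28 ± 0.09); of the 3, voom called AC092720.1 only. The p53 list was higher as a set (median 0.23, camera adjusted p = 1.05e-27, and adjusted p = 0.24 with an estimated correlation). In limma 0 of its 38 members passed over all genes and 29 were higher when adjusted over the list alone; voom on the recovered reads called 19 higher, quantile normalisation 7 and TPM 5. CDKN1A had 0.50 ± 0.06 (limma adjusted p = 0.0961; voom 0.53 ± 0.06), DDB2 0.41 ± 0.04, EDA2R 0.57 ± 0.06 and the ribosomal protein paralog RPS27L 0.47 ± 0.06.

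Growth and replication lists were lower as sets in the same comparison. The nucleolar MYC targets had a median of −0.16 (camera adjusted p = 3.31e-16, and adjusted p = 0.341 with an estimated correlation), with 0 of 46 members passing in limma over all genes, 31 lower when adjusted over the list alone and 12 lower with voom. DNA replication genes had a median of −0.15 (camera adjusted p = 3.17e-14, and adjusted p = 0.341 with an estimated correlation), with 0 of 48 passing in limma over all genes, 28 lower when adjusted over the list alone and 11 with voom. The glycolysis (−0.10; 3.2e-05), integrated stress (−0.13; 0.000113) and heat shock (−0.11; 0.00187) lists were also lower by camera, with 8, 9 and 4 members lower when adjusted over the list alone and 3, 3 and 1 with voom (adjusted p = 0.384, 0.412 and 0.412 with an estimated correlation). Lower by camera without a member passing in limma over all genes were immediate early genes (−0.13; 0.00494), oxidative phosphorylation (−0.07; 0.037) and G2/M (−0.06; 0.0388), with adjusted p = 0.412, 0.605 and 0.593 with an estimated correlation. Higher were the lysosome (0.05; 0.000362), histone (0.08; 0.0244) and antigen presentation (0.07; 0.037) lists, with adjusted p = 0.412, 0.341 and 0.483 with an estimated correlation. Of these 6 lists, G2/M and histones each had 1 member higher when adjusted over the list alone, and immediate early genes 1 lower with voom. For homologous recombination the list did not pass (camera adjusted p = 0.324), and 3 of 31 members, among them EXO1 (−0.20 ± 0.04) and RBBP8 (−0.19 ± 0.04), were lower when adjusted over the list alone. The 95% interval of the difference was −0.32 to −0.09 for E2F1 (limma adjusted p = 0.161), −0.20 to 0.05 for BRCA1, −0.24 to 0.08 for BRCA2 and −0.12 to 0.02 for PARP1. Across all genes the count of 3 became 289 with voom (92 higher, 197 lower), 68 with protein-coding genes alone, 23 without a filter, 0 without either palbociclib replicate or combination replicate 2, and 1 without combination replicate 1.

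The departure from additivity asked whether the olaparib effect differed with palbociclib present. The p53 list had a negative median of −0.19, and 35 of its 38 members were below 0 (camera adjusted p = 2.32e-15, and adjusted p = 0.653 with an estimated correlation). CDKN1A had −0.74 ± 0.09 (limma adjusted p = 0.159; 95% interval −0.95 to −0.53), since olaparib gave 1.24 without palbociclib and 0.50 with it, and BTG2 had −0.69 ± 0.09 (0.184). In limma 0 of the 38 members passed over all genes, 14 were lower when adjusted over the list alone, and voom called 7 lower, among them CDKN1A, BTG2 and FDXR. Nucleolar MYC targets (median 0.08; adjusted p = 0.0166), heat shock genes (0.12; 0.0252) and ribosomal protein genes (0.08; 0.00217) passed camera in the other direction, each with an adjusted p = 0.908 with an estimated correlation. The DNA replication list had a median of 0.01 and did not pass. E2F1 had a departure of −0.21 with a 95% interval of −0.38 to −0.05 that leaves out 0, but did not pass over all genes (limma adjusted p = 0.447). BRCA1 had 0.02 with −0.15 to 0.19. Over all genes limma called 1 departure, ENSG00000274519 (−1.90), which rested on 6 to 23 reads per library, against 1315 at an unadjusted p under 0.05 and 50 with voom, all of them lower and without this gene. The limma count was 0 without either DMSO, either palbociclib or either combination library and 2 without olaparib replicate 1. Among genes with a symbol, the smallest p belonged to RNU7-141P (1.60 ± 0.17), RNU4-52P (1.55 ± 0.22) and CSTF2 (0.28 ± 0.04) above 0 and to DDIT4 (−0.52 ± 0.06), MIR3680-1 (−1.29 ± 0.15) and AC092720.1 (−1.92 ± 0.22) below it, none past the threshold. Of these, RNU7-141P had 1 to 7 reads per library, RNU4-52P 3 to 14 and MIR3680-1 2 to 8. The count of lists was 1 without olaparib replicate 1 or combination replicate 2 and 2 without palbociclib replicate 2.

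The palbociclib effects with and without olaparib, which share no library, had a correlation across genes of r = 0.778 (Spearman rho = 0.819; r = 0.910 for protein-coding genes, which are not independent replicates). Of the 6228 genes called with palbociclib alone, 97% had the same sign with olaparib present. Both comparisons called 1624 genes higher and 2906 lower, where independent lists would share 394 and 1071, and 22 were called in opposite directions. The olaparib effects with and without palbociclib had r = 0.252 (rho = 0.438; r = 0.554 for protein-coding genes), and 1691 of the 1821 genes called with olaparib alone (92.9%) had the same sign with palbociclib present.

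**Figure D4:**
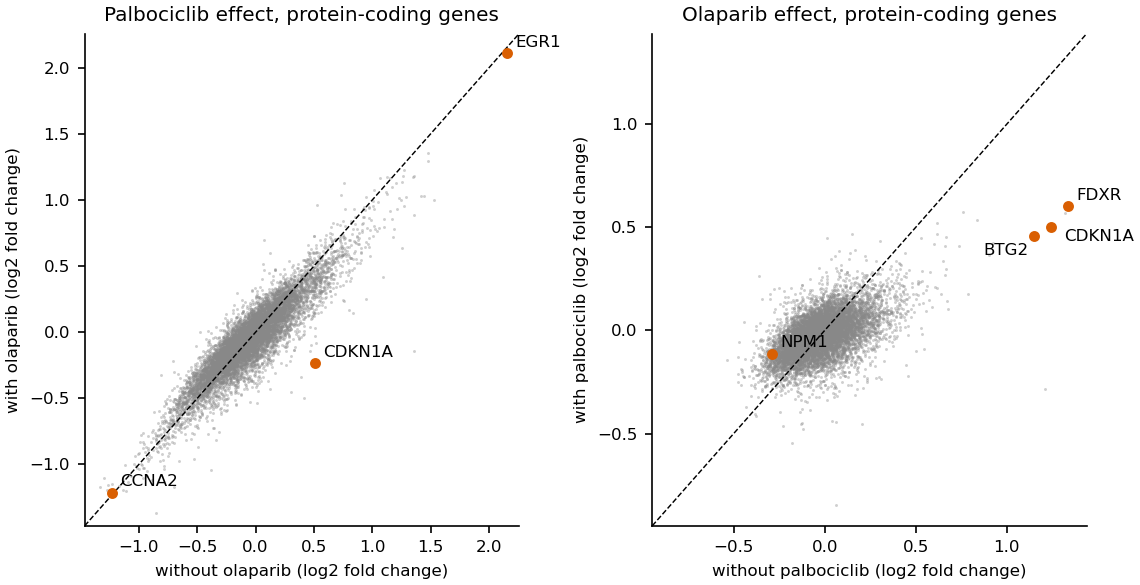
Log2 fold changes of protein-coding genes, each a point, for palbociclib without olaparib (horizontal axis) and with it (vertical axis) on the left, and for olaparib without palbociclib (horizontal axis) and with it (vertical axis) on the right; the dashed line marks equal effects and coloured points are named genes. CDKN1A has 1.24 on the horizontal and 0.50 on the vertical axis of the right panel, and EGR1 has 2.16 and 2.11 on those of the left panel.

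Comparisons against DMSO share the same 2 libraries and so share their chance values. Olaparib and palbociclib effects had r = 0.584 against 0.499 in 100 simulations of unchanged groups, and a covariance of 0.0387 against 0.00598. Both comparisons called 399 genes higher and 1157 lower, where independent lists would share 96 and 410. Simulated unchanged groups shared 0.05 genes on average (20 draws, the same for each pair below). Unchanged groups hold few calls to share, so that value cannot show how much overlap shared controls add among changed genes. Olaparib and combination effects had r = 0.612 against 0.496, a covariance of 0.0465 against 0.00594, and 441 genes higher in both and 1220 lower (110 and 462 for independent lists). Palbociclib and combination effects had r = 0.914 against 0.496, a covariance of 0.121 against 0.00594, and 2067 higher and 3686 lower (499 and 1380). A split of the DMSO group, with a separate DMSO library as control for each treatment, was not tested. Part of the overlap beyond that of independent lists may therefore come from the shared controls. The covariance beyond the simulated value was 0.0327, 0.0405 and 0.115 for the 3 pairs.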

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

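The departures from additivity were tested as planned; of the tests below, those of a ceiling, of uniform shrinkage, of fewer replicating cells, of a shared library factor and of depth behind the FPKM totals were chosen only after the results were seen.

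Results drew attention where the olaparib effect differed with palbociclib present, by the test of the difference itself. By camera with its preset correlation these were the lists of p53 targets (median departure −0.192), nucleolar MYC targets (0.076), heat shock genes (0.118) and cytosolic ribosomal proteins (0.079), none of which passed with an estimated correlation. The single gene was ENSG00000274519 (−1.895), at 5.04 and 4.44 FPKM with DMSO, 7.01 and 8.62 with olaparib, 12.7 and 11.8 with palbociclib, and 4.49 and 4.41 with the combination.

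The p53 targets responded less to olaparib with palbociclib present by camera with its preset correlation. The list did not pass camera with an estimated correlation (adjusted p = 0.653) or fry (adjusted p = 0.2). In limma 0 of 38 members passed over all genes, and 14 were lower when adjusted over the list alone. The median departure lay between −0.218 and −0.164 when each library was left out. Unequal depth acts on log values through noise at low counts, and reads thinned to the lowest depth, which evens this out, still gave −0.201. A ceiling in genes that palbociclib itself raised left a departure to explain in the 22 members not higher with palbociclib alone, at −0.146 (−0.184 to −0.103 with a library left out). Shrinkage of olaparib effects in general stays open. The slope of the effect with palbociclib on the effect without it was 0.477 for p53 targets (0.398 to 0.556 with a library left out). It was 0.463 for integrated stress, 0.409 for heat shock and 0.624 for nucleolar MYC targets. Of 11 other lists past camera with olaparib 9 had overlapping ranges and 2 lay outside, DNA replication (0.735, 0.608 to 0.838) and the replication stress checkpoint (0.711, 0.569 to 0.842). Noise in the effect without palbociclib lowers such slopes, so overlapping ranges do not show a shared shrinkage. The median olaparib effect was 0.431 without and 0.228 with palbociclib for p53 targets, and −0.256 and −0.159 for nucleolar MYC targets. It was −0.114 and −0.073 for the checkpoint but −0.154 and −0.146 for DNA replication, so medians did not shrink equally in every list. A further candidate explanation is fewer replicating cells under palbociclib, where the replication list had a median of −0.623; the data hold no cell cycle measurement, so it cannot be told apart from a direct effect on p53 signalling.

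The RNAs 7SK and MALAT1 differed widely between libraries of the same group, with 7SK at 1.58 ± 0.66 FPKM with DMSO, 35.8 ± 17.9 with olaparib, 15.8 ± 11.5 with palbociclib and 3.52 ± 0.87 with the combination (SD, n = 2). Carry-over of RNA without a poly(A) tail would raise 7SK together with other short genes. Over the 8 libraries Spearman's rho of 7SK with the median of 387 genes under 200 nucleotides was −0.190 (two-sided exact permutation p = 0.665, adjusted 0.665 over 2 relations; −0.464 to 0.214 with a library left out). Pearson's r was −0.352 (exact permutation p = 0.388, adjusted 0.641) and 0.116 without the 2 libraries farthest from the median. The sign of both values depended on which libraries were kept, so these 8 libraries cannot decide on carry-over. A shared library factor stays open too, with rho 0.405 between 7SK and MALAT1 (exact permutation p = 0.327, adjusted 0.654; 0.143 to 0.571) and r 0.193 (exact permutation p = 0.641, adjusted 0.641; 0.278 without the 2 farthest), because 8 libraries are too few to decide. No biological explanation was tested.

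The FPKM totals of the combination were 0.907 of those of DMSO. Without the 100 most abundant genes the ratio was 0.886 (0.870 to 0.902 over the 4 pairs of a combination and a DMSO library), so a few abundant genes were not the whole cause. Depth was not the whole cause either: adjusted by the slope of log total on log depth within groups the ratio was 0.917 (95% interval 0.868 to 0.968; 0.896 to 0.937 with a library left out), and that slope was 0.028 (−0.083 to 0.140), where depth as the whole cause would need 0.267. Of 811 genes with a mean of at least 50 FPKM, 503 were lower and 102 higher with the combination, while of 5026 genes at 1 to 5 FPKM 777 were lower and 1290 higher. Whether this dependence on level shaped the directions of the lists was not tested. Lists that fell had median levels such as 41.7 FPKM for heat shock and 6.46 for homologous recombination. Lists that rose had levels such as 9.52 FPKM for lysosome and 3.65 for immediate early genes. A change in total RNA per cell stays open and was not tested.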

How the results depend on the processing

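The settings with voom, thinned reads, protein-coding genes alone and genes of at least 200 nucleotides were chosen after the data were seen; the others were chosen before. Counts of changed genes stayed within 1.5 times in all 15 alternatives for palbociclib (4778 to 7021), the combination against DMSO (5158 to 7652) and the combination against olaparib (4251 to 6121), and without each library in turn at 4443 to 6345, 5578 to 7041 and 4080 to 5192. A group left with 1 library was assumed to vary like the others. Where results moved, the cause was not tested, except that protein-coding genes alone, no filter and a left-out library change the number of genes or samples by construction.

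For olaparib the 1821 genes became 601 without a filter, 1000 under quantile normalisation and 3180 with voom, and 13 to 1956 without each library in turn. For the combination against palbociclib the 3 genes became 23 without a filter, 19 with a mean FPKM of at least 5, 17 under quantile normalisation, and 12 under TPM. It was 0 without a trend, 9 with robust priors, 289 with voom, 1 with thinned reads, 68 for protein-coding genes alone and 12 without genes under 200 nucleotides, and 0 to 2 without each library in turn. The departure from additivity, 1 gene, became 33 without a filter, 6 with a mean FPKM of at least 5, 0 with the replicate block, 0 without a trend, 50 with voom, 0 with thinned reads and 3 for protein-coding genes alone, and 0 to 2 without each library in turn.

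With a correlation estimated per list, camera called 0 lists in each of the 6 comparisons. With a mean FPKM of at least 5 the olaparib lists were 6 instead of 12, and the palbociclib and combination lists against DMSO were 14 instead of 19 each. The lists departing from additivity were 2 instead of 4 under quantile normalisation and 1 to 5 without each library in turn. The correlation of palbociclib effects with and without olaparib (0.778) was 0.608 without a filter and 0.91 for protein-coding genes alone, and that of olaparib effects (0.252) was 0.138 and 0.554. Of the genes chosen by the rule or named in the text 4 results reversed, all under quantile normalisation. These were CCNE1 in the combination against DMSO (0.075) and olaparib (0.111), COL3A1 against DMSO (0.173), and MT-CO3 against olaparib (−0.130).

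Replicate numbers did not pair the libraries: deviations from the group means of same-numbered libraries correlated at −0.047 to 0.034. With the replicate number as a block the counts were 2112 for olaparib, 6394 for palbociclib, 7235 and 5696 for the combination against DMSO and olaparib, and 3 against palbociclib. Between 15830 and 17152 genes per library had at least 10 reads. Whether depth limits the weakly expressed genes was not tested.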

Other observations

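No test was chosen for this part; apart from CDK6 and the members of the fixed lists, its genes were picked after the results were seen. The members of the TGF-beta and mesenchymal list had a median of 8.05 FPKM in A2780 cells, and those of the epithelial list 0.0952 FPKM. Of 17 epithelial genes in the table, 1 passed the expression filter, OCLN at 1.96 FPKM, which did not pass in any comparison against DMSO, while CDH1 stood at 0.00442, KRT8 at 0.173 and PAX8 at 0.00118 FPKM over the 8 libraries. EPCAM, an epithelial adhesion gene below the filter and so not tested, had means of 0.194 ± 0.05 FPKM with DMSO, 0.357 ± 0.07 with olaparib, 0.766 ± 0.01 with palbociclib and 0.906 ± 0.23 with the combination (SD, n = 2). VIM stood at 250.4 ± 3.31 FPKM with DMSO and 337.9 ± 16.8 with palbociclib. Of the fibroblast list, 9 of 11 genes were tested, led by the collagen gene COL3A1 at 162.9 FPKM and LUM at 44.0 FPKM. In it 2 genes rose with palbociclib, in the full fit and in each of the 8 fits that left out 1 library. The list did not pass camera against DMSO (adjusted p = 0.397 with olaparib, 0.253 with palbociclib and 0.714 with the combination). However, fry called the list in each of these comparisons (adjusted p = 0.0437, 0.00166 and 0.00572 in the same order). Over all genes, 1 member was higher and 1 lower with olaparib, and 2 were higher and 1 lower with the combination. The median log2 fold change was −0.128 with olaparib, 0.007 with palbociclib and −0.059 with the combination, so no common direction is given. HMGA2, a chromatin architectural gene, had 121.2 FPKM over the 8 libraries.

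None of 12 immune genes and none of 6 endothelial genes reached a mean of 1 FPKM (0 tested of each). The highest means were 0.814 FPKM for NKG7 and 0.329 FPKM for ESAM, and in single libraries NKG7 reached 1.22 and CD4 1.10 FPKM.

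CDK6, a target of palbociclib, had 0.933 and 0.920 FPKM with DMSO, 0.764 and 0.738 with olaparib, 0.974 and 1.03 with palbociclib, and 0.928 and 0.928 with the combination. CDKN2A, an inhibitor of CDK4, had 3.33 FPKM over the 8 libraries. The nuclear RNA NEAT1 had means of 4.25 ± 0.81 FPKM with DMSO, 5.12 ± 0.38 with olaparib, 8.27 ± 0.89 with palbociclib and 8.83 ± 0.96 with the combination (SD, n = 2). Its neighbour MALAT1 had 15.1 ± 1.58, 21.1 ± 3.08, 81.8 ± 44.9 and 39.7 ± 21.3 FPKM in the same order.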
